A study of Homo sapiens with 6 samples. Its data were reported in "Targeting DNA Methylation Depletes Uterine Leiomyoma Stem Cell–enriched Population by Stimulating Their Differentiation" (2020).

How the data were processed

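Uterine leiomyomas (fibroids) are benign tumours of the smooth muscle of the uterus. Leiomyoma cells in primary culture, never passaged, were kept for 6 days with 100 nM 5'-Aza, an inhibitor of DNA methylation, or with its DMSO vehicle, and their RNA was sequenced. The labels give 6 libraries, 3 per group, and number the patients from 1 to 3 in both groups, so that each patient number occurs once with vehicle and once with 5'-Aza. Groups and numbers were taken from the sample titles.

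The authors deposited a table of raw counts per gene symbol for each library, with no normalization. The submitters' processing notes name STAR, HTSeq, DESeq2 and the hg19 build, without versions, whereas the methods of the study name TopHat as the aligner for its RNA-Seq. The gene annotation, the strand setting of the counting and the way the RNA was selected are not given in the sources used here, and reads were single-end. Without a known strand setting, reads of a gene cannot be told apart from those of a partner on the opposite strand. Of 119 genes named by rule, 44 have an exon over an exon of another annotated gene on the other strand and 17 on the same strand, and their values are uncertain to that extent. Reads with several alignments were set aside by the counting, which lowers genes with near-identical copies, such as histone genes, SPANX genes, MAGE genes, KRT81 and ribosomal protein genes. Each table listed 56638 symbols and ended with the tallies of the counting program, which name no gene and stayed out of library sizes and tests. Reads given to no gene feature made up 16.7% ± 0.599 (SD, n = 3) of the reads in vehicle and 23.4% ± 2.47 (SD, n = 3) in 5'-Aza. Reads over several genes made up 4.07% and 3.75%, and reads with several alignments 7.60% and 6.42%. Whether the features were exons or whole genes is not given. Reads given to none may therefore include reads in introns of annotated genes. All 37 mitochondrial symbols were listed at 0 in every library, so the list of mitochondrially encoded genes could not be tested.

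Counts in genes ranged from 42612952 to 54511908 per library. At that depth a gene with 0 counts in all vehicle libraries was given a floor of 3 counts over the group, and folds against it are lower bounds. Intervals around small counts are exact binomial 95% intervals, and both they and the floors cover counting error only. Coordinates, gene types, lengths and GC content came from GENCODE release 44 on GRCh37, whose main chromosomes are those of hg19. Of the symbols, 33514 were the current symbol and 1838 an older symbol of 1 annotated gene, 388 belonged to several annotated genes and 20898 matched none.

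Differential expression was tested with edgeR version 4.0.16 in R version 4.3.3 on the deposited counts, with TMM factors, genes kept by filterByExpr (minimum count 10, minimum total 15), the quasi-likelihood F-test (glmQLFit, glmQLFTest), two-sided, and a Benjamini-Hochberg false discovery rate (FDR) under 0.05. Treatment was the only term, as the methods of the study state no patient term. CPM values were taken with the cpm function of edgeR and the TMM factors. Genes silent in vehicle and detected in 5'-Aza had at most 3 counts over the vehicle libraries together and at least 0.5 CPM, here by library total, in each 5'-Aza library. Principal components were taken from log2 CPM (prior count 2) of the 1000 genes of largest variance, and differences of single values between groups were tested with an exact two-sided permutation test, whose smallest p with 3 against 3 is 0.10.

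A set of 30 gene lists was tested with camera (limma version 3.58.1) at a preset correlation of 0.01, adjusted over the 29 lists with tested members. Camera with an estimated correlation and fry stood beside it. Camera asks whether the genes of a list moved differently from the other genes, fry whether they moved on balance in 1 direction. Members were chosen from textbook knowledge, and the themes of the lists (cell cycle, interferon, extracellular matrix, keratins) after reading what the study wrote about these samples, so the direction of those lists is not independent evidence. The genes followed up by the study were chosen by it on other, sorted samples. Genes in several lists counted in each.

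Genes are named by rule. They are the 8 of largest fold change in each direction with an FDR under 0.05, the same direction in 3 of 3 patient pairs, a mean of at least 5 CPM and a symbol that is not a clone name. They are also a fixed set around DNA methylation, surface markers and proliferation, up to 2 genes of smallest p per list and direction, and the 5 silent genes of highest CPM in 5'-Aza. Where a count of 5 or fewer is given, its members are named too, and those outside the rule were chosen after their values were seen. XIST and Y-linked genes were left out of every gene table and named set. Groups, tests, lists, the naming rule and the alternatives below were fixed before the data were examined.

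The alternatives were DESeq2 version 1.42.0, a replicate block by patient number in edgeR and in DESeq2, RLE factors, library totals only, no filter beyond 1 count, a filter of 1 CPM in 3 samples, counts thinned to the smallest library, a test against a fold change of 1.5, and leaving out each library or each patient number. The labels state that a number marks a patient, so the numbers pair the samples. Within pairs, the deviations of log2 CPM from the group means were not positively correlated across genes (r = -0.0849, -0.0197 and -0.0617 for numbers 1 to 3; genes are not independent replicates). Libraries of a group differed by more than sampling noise, with chi-square values per degree of freedom from 3.27 to 9.12 over genes with at least 20 counts, so none was treated as a copy of another's reads. This does not tell separate patients from separate preparations of 1 source, for which the labels were taken as they stand. The fits were tested on simulated counts with the means and library sizes of these 6 libraries, with 50 genes changed at each of 4 folds. For 5'-Aza against vehicle, simulated over 21598 tested genes, 50.0% of the genes changed 1.25-fold were recovered, 66.0% of those changed 1.5-fold, 82.0% of those changed 2-fold and 92.0% of those changed 4-fold, and 7 unchanged genes were called. Far fewer genes changed in the simulation than were called in the data. The adjustment was therefore stricter there, and its recovery is not that of the real fit.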

Results

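RNA from primary leiomyoma cells was sequenced in 6 libraries, 3 from cells kept with vehicle and 3 from cells kept with 100 nM 5'-Aza for 6 days, to find which transcripts differ when DNA methylation is inhibited. Counts in genes totalled 47612246, 50906420 and 54511908 in vehicle replicates 1 to 3 and 46830840, 45395947 and 42612952 in 5'-Aza replicates 1 to 3. More genes had at least 1 count with 5'-Aza, 35580 ± 568 against 33640 ± 298 with vehicle (SD, n = 3 per group, exact two-sided permutation p = 0.10, the smallest this design allows). Reads given to no gene feature took a larger share with 5'-Aza in all 3 libraries, 26.23%, 21.98% and 21.94%, against 16.0%, 17.1% and 17.0% with vehicle. This difference of 6.67 percentage points moved with treatment and stands beside every gene group that follows.

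**Figure D1:**
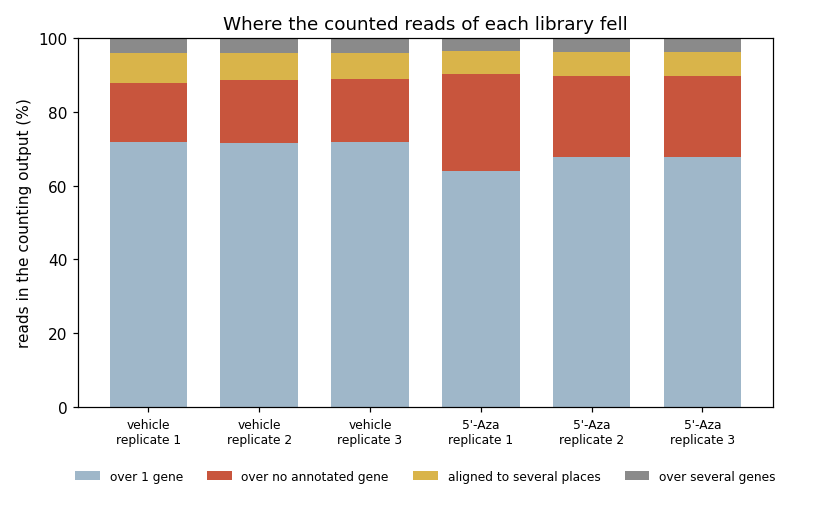
Share of the reads in the counting output, in percent, that fell over 1 gene, over no gene feature, at several places or over several genes, as 1 stacked bar per library. The part over no gene feature, labelled as over no annotated gene, may include introns. It lies between 16.0% and 17.1% in vehicle and between 21.9% and 26.2% in 5'-Aza.

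The comparison of 5'-Aza with vehicle asked how the transcriptome changes under an inhibitor of DNA methylation. Treatment separated the libraries along the first principal component, which held 89.3% of the variance (exact permutation p = 0.10, the smallest possible). Of 21992 genes tested, 6101 were higher and 6099 lower in 5'-Aza. Changes above 2-fold were mostly increases, in 1598 genes against 437 decreases, an excess not seen in abundant coding genes. Above 2-fold, coding genes with a mean under 5 CPM numbered 705 higher and 119 lower, and those of at least 5 CPM 187 higher and 220 lower. Long noncoding RNA genes, of those with a matched symbol, rose more often than they fell, 324 against 64 of 796 tested, with a median log2 fold change of 0.334. This was not particular to them, as coding genes with a mean under 5 CPM had a median of 0.361. Of 3930 protein-coding genes with a mean under 5 CPM 1722 rose and 435 fell, whereas among 10984 coding genes of at least 5 CPM 2428 rose and 4845 fell, with a median log2 fold change of -0.09 that became 0.0044 with library totals only. The share of higher genes among those called was 50%, 39.8% with DESeq2 (4059 higher, 6141 lower) and 64.7% with library totals only. With the patient number as a replicate block, edgeR called 5824 genes higher and 5774 lower and DESeq2 2979 and 5075, and 1478 and 661 genes passed a test against a fold change of 1.5. Libraries labelled as different patients were close to each other within a group, with a biological coefficient of variation of 4.12%, small for primary cultures. That the 3 replicates are separate patients rests on the labels and the description of the study, not on the counts, and the p-values measure only the spread between these libraries.

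**Figure D2:**
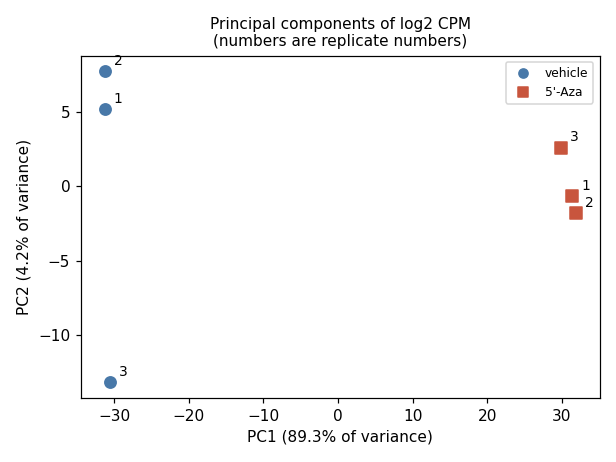
Principal components of log2 CPM for the 6 libraries, with the first component (89.3% of variance) on the x axis and the second (4.198%) on the y axis. The 3 vehicle libraries lie between -31.3 and -30.6 on the first component and the 3 5'-Aza libraries between 29.9 and 31.9.

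The genes of largest increase among those of at least 5 CPM were keratin, interferon-response and tissue-restricted genes. KRT81, a hair keratin (chromosome 12, 52679697 to 52685318, protein-coding), rose 24.4-fold, from 3.05 ± 0.218 to 74.5 ± 5.07 CPM (SD, n = 3; log2 fold change 4.61, SE 0.0702, edgeR adjusted p = 2.89e-21). ROS1, a receptor tyrosine kinase (chromosome 6, 117608516 to 117747105), rose 24.1-fold and TRIM55, a sarcomere-associated ubiquitin ligase (chromosome 8, 67039131 to 67087720), 19.7-fold. The interferon-induced genes IFI27, MX2 and MX1 rose 11.6-fold, 10.8-fold and 7.52-fold. KRT8, a keratin of simple epithelia (chromosome 12, 53290971 to 53343738), rose 10.4-fold to 91.7 ± 6.43 CPM, and KISS1, which encodes kisspeptin, rose 10.4-fold to 15.7 ± 0.816 CPM (SD, n = 3).

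The genes of largest decrease were mostly replication-dependent histones. HIST1H1B, a linker histone (chromosome 6, 27834570 to 27835366), fell 8.49-fold, from 51.7 ± 1.45 to 6.10 ± 0.415 CPM (SD, n = 3; log2 fold change -3.09, SE 0.0580, edgeR adjusted p = 7.41e-20). HIST1H2BM, HIST1H3G, HIST1H2AL, HIST1H3H and HIST1H2BL fell between 5.05-fold and 7.14-fold. PTX3, a secreted pattern recognition protein (chromosome 3, 157154639 to 157161422), fell 6.74-fold and TNFSF10, the apoptosis ligand TRAIL (chromosome 3, 172223298 to 172241265), 5.33-fold. KRT81 and the histone genes have near-identical copies, and MX1, KRT8 and PTX3 overlap exons of a gene on the opposite strand, so their counts could include or miss reads of those genes.

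**Figure D3:**
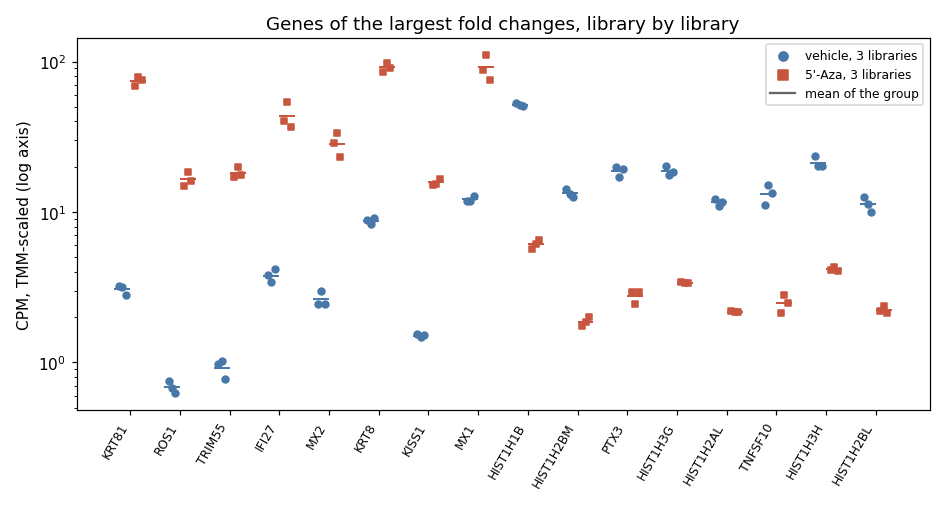
CPM on a log axis in each library for the 8 genes of largest increase and the 8 of largest decrease, with points for libraries (vehicle and 5'-Aza, 3 each) and a line at each group mean. No vehicle point overlaps a 5'-Aza point of the same gene, and KRT81 goes from a mean of 3.05 to 74.5 CPM.

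Genes of cell division fell together. All 50 mitotic genes tested were lower, with a median 2.38-fold decrease, and MKI67, a proliferation marker (chromosome 10, 129894923 to 129924687), fell from 143 ± 4.54 to 58.8 ± 3.35 CPM (SD, n = 3; log2 fold change -1.29, SE 0.0463, edgeR adjusted p = 2.06e-15). ASPM, a spindle protein, fell 2.89-fold and CENPE, a kinetochore motor, 2.76-fold. Of 49 genes of DNA replication and S phase, 46 were lower and none higher (47 lower adjusted over the list alone), with a median log2 fold change of -0.72, and only GINS4, PRIM2 and RPA2 did not pass. MCM5 and MCM6, subunits of the replicative helicase, fell 2.12-fold and 1.85-fold. All 32 replication-dependent histone genes tested fell, with a median of -2.24, including HIST1H3B at -2.26. The counts for mitosis and histones were the same adjusted over the list alone. Camera called mitosis (adjusted p = 6.76e-81), replication (1.46e-23) and histones (3.02e-89). With an estimated correlation mitosis and histones passed (adjusted p = 0.0365 and 0.0423) and replication did not (adjusted p = 0.0851 with an estimated correlation).

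Repair genes and regulators of the cycle were divided. Of 30 genes of homologous recombination and Fanconi repair, 20 fell and 3 rose, over all genes and adjusted over the list alone, with a median of -0.40. BRCA1, a recombination mediator, fell 1.84-fold and FANCI 1.75-fold, whereas the DNA damage kinase ATM rose 1.15-fold and FANCC 1.22-fold, with XRCC3 the remaining member that rose. ATM and FANCC were not called by DESeq2 with the replicate block (adjusted p = 0.0661 and 0.0805), and over all alternatives their adjusted p ran from 0.000142 to 1 and from 0.000461 to 1, the highest in the test against a fold change of 1.5. Of 26 p53 target genes, 19 rose and 1 fell, also adjusted over the list alone, with a median of 0.32. The ubiquitin ligase gene MDM2 rose 1.71-fold and SPATA18 2.09-fold, and CCNG1 fell 1.26-fold. Camera called the repair list (adjusted p = 4.84e-05, 0.204 with an estimated correlation) and the p53 list (adjusted p = 1.22e-06, 0.153 with an estimated correlation). Among 7 CDK inhibitor genes, CDKN1A, CDKN2A and CDKN2B rose and CDKN1B, CDKN1C and CDKN2C fell, with the same 3 and 3 adjusted over the list alone and a median of -0.16 (camera adjusted p = 0.374, and lower with fry, adjusted p = 0.0174). CDKN1A, encoding p21, rose 1.34-fold to 596 ± 28.6 CPM, while CDKN2C fell 3.14-fold and CDKN1B 1.802-fold.

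Interferon-stimulated genes rose as a group. Of 41 tested, 39 were higher and none lower, over all genes and adjusted over the list alone, with a median 2.62-fold increase, and IFIT2 and IFITM3 did not pass. IFI27 (chromosome 14, 94571182 to 94583032) reached 43.7 ± 9.02 CPM from 3.78 ± 0.373, and MX1 (chromosome 21, 42791947 to 42841998) a mean of 91.4 from 12.2 ± 0.589 CPM (SD, n = 3; edgeR adjusted p = 7.19e-16 and 7.71e-16). Camera called the list at an adjusted p of 5.39e-48, which became an adjusted p of 0.135 with an estimated correlation. Leukocyte markers, given with the other cell types, rose as well with a smaller median, and bulk RNA does not show in which cells interferon-stimulated genes rose. Genes of class I antigen presentation did not move as a group, with 6 higher and 6 lower of 15 tested, and the same counts adjusted over the list alone (camera adjusted p = 0.652). Their median of -0.0062 differed in sign from the mean and the camera direction, and it became 0.09 with library totals only and 0.00834 without replicate 1. NLRC5, an activator of class I genes, rose 1.58-fold and HLA-F 1.64-fold, whereas the peptidase ERAP2 fell 1.38-fold and the proteasome subunit PSMB9 1.48-fold. Of 24 cytokine and chemokine genes, 8 rose and 8 fell, as adjusted over the list alone, with a median of -0.13 (camera adjusted p = 0.646). IL24 rose 1.92-fold and IL33 1.299-fold, while the monocyte attractant CCL2 fell 1.72-fold and IL11 1.58-fold.

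Genes silent with vehicle came to be detected with 5'-Aza. By the rule set for this there were 16 such genes against 0 in reverse, with at most 1 in either direction in any of the 9 other ways to split the libraries 3 against 3. Those ways mix both treatments in each group, so they do not give the number to be had by chance. KRT14, a keratin of basal epithelia (chromosome 17, 39738531 to 39743147), went from 1 count over all vehicle libraries to between 255 and 336 counts per 5'-Aza library (ratio 936, 95% interval 168 to 37000). The germ cell RNA-binding gene DAZL (chromosome 3, 16628299 to 16711813) had 1 and 240 counts over the groups (ratio 256, 45.4 to 10100), and the clone-named RP11-301G19.1 had 2 and 354. MAGEB2, a cancer-testis gene on chromosome X (30233680 to 30238206), and SERPINB5, which encodes maspin (chromosome 18, 61144191 to 61172318), had 0 counts with vehicle and were at least 78.4-fold and 72.8-fold higher. Of 13 such genes with a position, 7 lie on chromosome X. The number is 5 when 0 vehicle counts are asked for (MAGEB2, SERPINB5, MAGEA4, MAGEC2 and MAGEC1), 5 with detection at 1 CPM (KRT14, RP11-301G19.1, DAZL, MAGEB2 and SERPINB5) and 38 with detection at 0.25 CPM, and the reverse number is 0 in each, whereas without replicate 1 there were 23 and 1 in reverse.

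**Figure D4:**
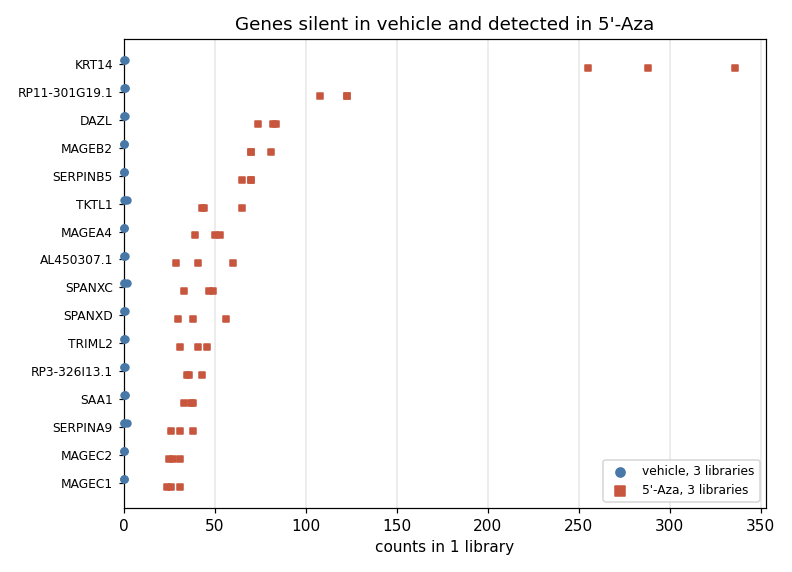
Counts per library of the 16 genes silent in vehicle and detected in 5'-Aza, on a linear axis, with circles for the 3 vehicle and squares for the 3 5'-Aza libraries. KRT14 has 255 to 336 counts in the 5'-Aza libraries and MAGEC1 24 to 31.

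Germline and cancer-testis genes, which promoter methylation keeps silent in most body tissues, mostly rose where they were measurable. Of 57 such genes 19 were tested, 16 rose and NLRP2 alone fell (17 and 1 adjusted over the list alone), with a median log2 fold change of 2.34 that was the same with 5 genes of 0 vehicle counts (MAGEA4, MAGEB2, MAGEC1, MAGEC2 and MAEL) set at their bound. A median does not move where such bounds lie above it, so its staying the same is no check on its size. Those 5 genes passed the count filter only through their 5'-Aza counts. DAZL and TKTL1, with 1 and 3 counts over the vehicle libraries together, did so as well. This favours a larger number of members that rose, a higher median and a camera call upward. SYCP3 and SOHLH2 did not pass over all genes. In all vehicle libraries 30 of the 57 had 0 counts, and in all 5'-Aza libraries 10. Camera called the list (adjusted p = 1.14e-06, 0.0796 with an estimated correlation). Imprinted genes went both ways, with 12 higher and 9 lower of 23, also adjusted over the list alone, and a median of 0.28 (camera adjusted p = 0.323, and higher with fry, adjusted p = 0.00199). NNAT, encoding neuronatin, rose 2.56-fold and PEG3 1.52-fold, whereas the long noncoding RNA H19 (chromosome 11, 2016396 to 2025782) fell from 946 ± 21.9 to 562 ± 15.7 CPM (SD, n = 3; log2 fold change -0.75, SE 0.0404, edgeR adjusted p = 1.25e-12) and MEST fell 1.22-fold.

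The genes of the DNA methylation machinery mostly fell. Of 17 tested, 12 fell and MBD1, TDG and TET2 rose, as adjusted over the list alone, with a median of -0.24 (camera adjusted p = 0.00631, 0.231 with an estimated correlation). UHRF1, which brings DNMT1 to replicating DNA (chromosome 19, 4903092 to 4962165), fell 2.10-fold from 22.8 ± 1.54 to 10.8 ± 0.441 CPM (SD, n = 3), and the chromatin remodeller gene HELLS fell 1.88-fold. Genes of DNA replication fell too, with a median of -0.72. Whether the fall of UHRF1 and HELLS was separate from theirs was not tested. DNMT1, the maintenance methyltransferase, changed by -0.27 ± 0.0411 on the log2 scale (SE, edgeR adjusted p = 8.07e-06), DNMT3B by -0.28 and TET1, a demethylating dioxygenase, by -0.39. TET3 did not pass (log2 fold change 0.08, adjusted p = 0.194) except with library totals only and with the filter of 1 CPM in 3 samples (adjusted p = 0.00654 and 0.025, up to 1 over all alternatives).

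The smallest of these changes lay near the threshold. Leaving out 1 library could end their calls, while their log2 fold changes stayed close to the main values. DNMT3A changed by -0.14 (adjusted p = 0.0184), which ended without vehicle replicate 2 (-0.12, adjusted p = 0.0711) or without 5'-Aza replicate 3 (-0.11, adjusted p = 0.0962) and in DESeq2 with the replicate block (adjusted p = 0.0534) and with library totals only (-0.05, adjusted p = 0.396). TET2 changed by 0.12 (adjusted p = 0.0352), which ended with the edgeR replicate block (adjusted p = 0.0645), in DESeq2 (adjusted p = 0.328), with RLE factors (adjusted p = 0.0523) and without vehicle replicate 1 (0.09), vehicle replicate 2 (0.11), 5'-Aza replicate 1 (0.10) or 5'-Aza replicate 2 (0.10). Over all alternatives their adjusted p ran from 0.00642 to 1 and from 0.000788 to 1. TDG, a glycosylase of demethylation at 0.14, was also lost without vehicle replicate 2 (0.13, adjusted p = 0.0578) or 5'-Aza replicate 3 (0.13, adjusted p = 0.0694) and in DESeq2 (adjusted p = 0.270, from 0.000529 to 1 over all alternatives).

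Of the 4 genes that the study followed up, 3 rose, as adjusted over the list alone. TIMP3, a metalloproteinase inhibitor (chromosome 22, 33197691 to 33259028), rose 1.42-fold from 1998 ± 47.3 to 2834 ± 104 CPM (SD, n = 3; log2 fold change 0.50, SE 0.0425, edgeR adjusted p = 1.87e-09). ROR2, a Wnt co-receptor (chromosome 9, 94325373 to 94712510), rose 1.27-fold and MYH11, smooth muscle myosin heavy chain (chromosome 16, 15796992 to 15950885, over NDE1 on the other strand), 1.252-fold. TIMP3, ROR2 and MYH11 were not called in the test against a fold change of 1.5. ESR1, the estrogen receptor, stood at 52.7 CPM with vehicle and 55.2 CPM with 5'-Aza (means, n = 3; log2 fold change 0.07, adjusted p = 0.191). ESR1 passed with library totals only and with the filter of 1 CPM in 3 samples (0.16 and 0.12, adjusted p = 0.00267 and 0.0131, up to 1 over all alternatives). Camera called the 4 genes (adjusted p = 0.0318, 0.390 with an estimated correlation).

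The surface markers by which the study sorts leiomyoma populations moved apart. The study states that culture alters expression of these markers, which hindered it from telling the populations apart in cultured cells. These values therefore do not show the sizes of populations. ITGA2, encoding CD49b (chromosome 5, 52285170 to 52390609), fell 1.89-fold from 494 ± 9.66 to 261 ± 5.35 CPM (SD, n = 3, edgeR adjusted p = 2.79e-14). CD34 was low in all libraries, at 0.751 ± 0.232 and 1.16 ± 0.0956 CPM, and rose 1.55-fold (adjusted p = 0.0145). CD34 also marks endothelial cells, whose markers, given with the other cell types, rose in 7 of 12 tested. The call of CD34 ended without vehicle replicate 1 (log2 fold change 0.53), vehicle replicate 3 (0.49) or 5'-Aza replicate 2 (0.55) and in DESeq2 without and with the replicate block (adjusted p = 0.0942 and 0.177, from 0.00215 to 0.889 over all alternatives). The pair counted 1 higher and 1 lower adjusted over the list alone, with a median of -0.14 (camera adjusted p = 0.0292, 0.204 with an estimated correlation, 0.0682 without replicate 2).

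Smooth muscle contraction genes rose modestly. Of 35, 22 rose and HSPB6, PGM5, KCNMA1 and PDE5A fell (26 and 4 adjusted over the list alone), with a median of 0.20. ACTC1, cardiac actin (chromosome 15, 35082308 to 35087790), rose 4.97-fold to 21.1 ± 0.669 CPM (SD, n = 3), and SYNM, an intermediate filament protein, rose 1.76-fold. The small heat shock protein gene HSPB6 fell 1.85-fold and PGM5 1.40-fold. Camera called the list (adjusted p = 6.09e-05, 0.424 with an estimated correlation).

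Steroid hormone genes were divided. Of 21 tested, 11 rose and 5 fell, among them FKBP5 and NR3C1, with the same counts adjusted over the list alone and a median of 0.13 (camera adjusted p = 0.173, and higher with fry, adjusted p = 0.0117). GREB1, an estrogen-induced gene (chromosome 2, 11622467 to 11782914), rose 2.82-fold from 13.8 ± 1.08 to 39.1 ± 0.898 CPM (SD, n = 3, edgeR adjusted p = 2.81e-15). PGR, the progesterone receptor (chromosome 11, 100900355 to 101000544), rose 2.01-fold to 178 ± 10.7 CPM. FKBP5, a glucocorticoid-induced chaperone, fell 1.90-fold and NR3C1, the glucocorticoid receptor, 1.49-fold.

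Structural genes of the extracellular matrix fell more often than they rose. Of 46, 28 fell and 10 rose, as adjusted over the list alone, with a median of -0.20. LOXL1, a collagen and elastin crosslinking enzyme (chromosome 15, 74218330 to 74244478), fell 1.962-fold from 213 ± 5.68 to 109 ± 4.97 CPM (SD, n = 3), and MFAP4 fell 1.66-fold. ELN, encoding elastin, rose 1.74-fold and MFAP5 1.42-fold. Camera called the list (adjusted p = 0.00144, 0.441 with an estimated correlation). Matrix remodelling enzymes and inhibitors went both ways, with 13 higher and 9 lower of 28, also adjusted over the list alone, and a median of 0.07 (camera adjusted p = 0.658). The proteases ADAMTS9 and MMP9 rose 2.46-fold and 1.91-fold, and the plasminogen activators PLAT and PLAU fell 1.74-fold and 1.57-fold.

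Keratins and epithelial junction genes rose. Of 20 tested, 14 rose and ELF3, KRT19, CLDN3 and CLDN4 fell, as adjusted over the list alone, with a median 1.98-fold increase. KRT81 and KRT8 had the smallest p, as given above, and ELF3 fell 2.37-fold at a mean of under 1 CPM. Camera called the list with the preset correlation (adjusted p = 9.62e-27) and with an estimated correlation (adjusted p = 0.0423). Developmental transcription factors went both ways, with 16 higher and 13 lower of 47, as adjusted over the list alone (camera adjusted p = 0.646), and their median of 0.19 differed in sign from the camera direction. PITX1 rose 4.77-fold to 2.01 ± 0.312 CPM and TBX2 1.36-fold, while GATA2 fell 3.14-fold to 15.3 ± 0.835 CPM (SD, n = 3) and GATA4 2.69-fold.

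**Figure D5:**
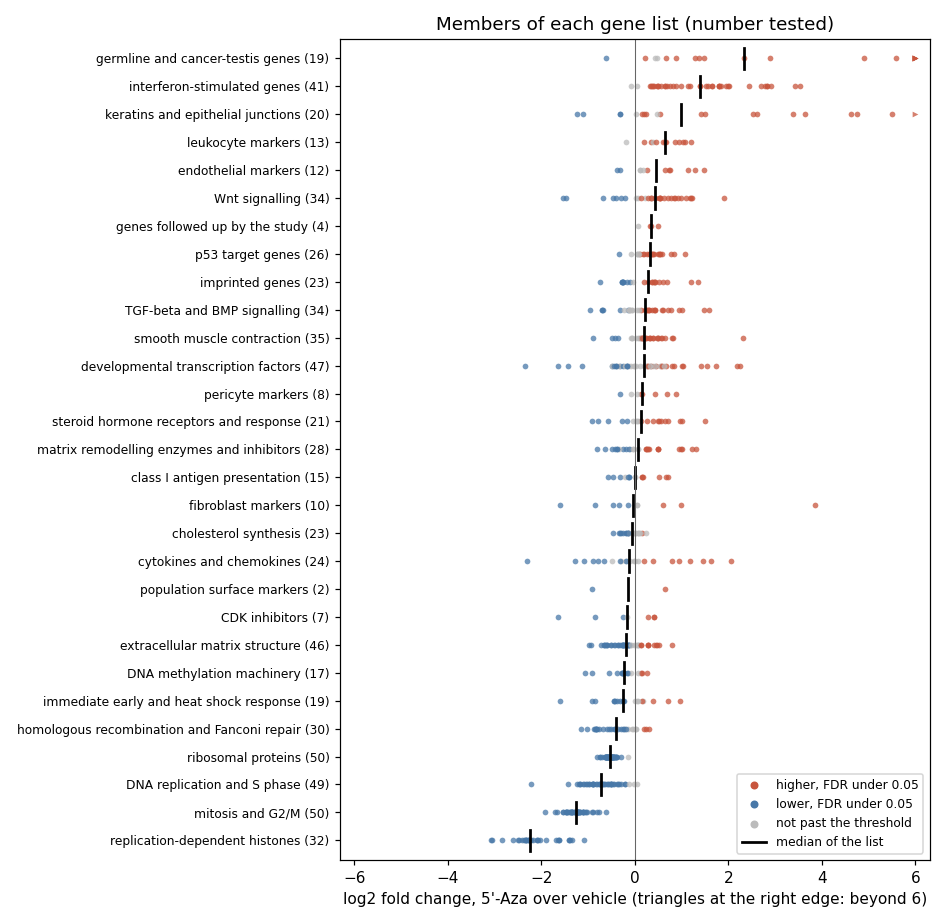
Log2 fold change of 5'-Aza over vehicle for each tested member of 29 gene lists, with points coloured by direction and FDR, a bar at each median and triangles for fitted values beyond 6. Medians run from -2.24 for replication-dependent histones to 2.34 for germline and cancer-testis genes.

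Signalling genes changed in both directions. Of 34 Wnt genes, 22 rose and 7 fell, as adjusted over the list alone, with a median of 0.43. WNT5A, a noncanonical ligand (chromosome 3, 55499743 to 55524567), rose 2.29-fold from 58.9 ± 4.09 to 135 ± 4.55 CPM and the secreted antagonist gene SFRP1 1.99-fold, whereas DKK1, another antagonist (chromosome 10, 54074041 to 54077802), fell 2.89-fold from 132 ± 4.86 to 45.9 ± 2.49 CPM (SD, n = 3) and WNT2B 2.77-fold. Of 34 TGF-beta and BMP genes, 19 rose and 6 fell (19 and 9 adjusted over the list alone), with a median of 0.22. INHBA, an activin subunit, rose 2.03-fold and CTGF, a matricellular protein, 1.70-fold, whereas TGFB1 fell 1.958-fold and its receptor TGFBR2 1.64-fold. Camera called the Wnt list (adjusted p = 0.0158, 0.337 with an estimated correlation) and the TGF-beta list (adjusted p = 0.0371, 0.441 with an estimated correlation, 0.0721 without replicate 2).

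Immediate early genes and ribosomal protein genes fell more often than they rose. Of 19 immediate early and heat shock genes, 11 fell and EGR2, ATF3, DUSP1 and NR4A1 rose, as adjusted over the list alone, with a median of -0.25 (camera adjusted p = 0.0182, 0.419 with an estimated correlation). EGR1 fell 3.04-fold and the mRNA decay factor ZFP36 1.81-fold, while EGR2 rose 1.95-fold and ATF3 1.62-fold. Of 23 cholesterol synthesis genes, 10 fell and 1 rose, also adjusted over the list alone, with a median of -0.06 that became 0.03 with library totals only (camera adjusted p = 0.194, and lower with fry, adjusted p = 0.0184). INSIG1 and SREBF2, regulators of the pathway, fell 1.39-fold and 1.26-fold. Of 50 ribosomal protein genes, 49 fell and none rose, as adjusted over the list alone, with a median 1.45-fold decrease, and RPS27 did not pass. RPL3 (chromosome 22, 39708887 to 39716394) fell from 468 ± 6.93 to 278 ± 11.2 CPM (SD, n = 3; edgeR adjusted p = 1.53e-12) and RPL10A fell 1.67-fold. Camera called this list (adjusted p = 3.35e-31, 0.204 with an estimated correlation).

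Markers of other cell types were measured because cultures from tissue can hold them. Of 20 leukocyte markers 13 were tested, 11 rose and CD14 and CD68 did not pass (11 higher and CD14 lower adjusted over the list alone), with a median 1.55-fold increase. CD163, a macrophage scavenger receptor (chromosome 12, 7623407 to 7656489), rose 2.30-fold from 13.9 ± 1.54 to 31.9 ± 0.523 CPM and LAPTM5 1.82-fold to 67.5 ± 4.01 CPM (SD, n = 3). Of 12 endothelial markers, 7 rose and EGFL7 and ERG fell, as adjusted over the list alone, with a median of 0.45, and the receptor TIE1 rose 2.42-fold and ESAM 2.80-fold. Of 8 pericyte markers, RGS5, CSPG4, NOTCH3, MCAM and KCNJ8 rose and ANGPT1 fell (5 and 2 adjusted over the list alone, with PDGFRB the second), with a median of 0.14, and MCAM rose 1.83-fold. Camera called leukocyte (adjusted p = 7.38e-07, 0.153 with an estimated correlation), endothelial (adjusted p = 0.0254, 0.424 with an estimated correlation) and pericyte markers (adjusted p = 0.0208, 0.424 with an estimated correlation, 0.0556 without replicate 2). Of 10 fibroblast markers, PI16, TCF21 and PDPN rose and S100A4, PDGFRA, FAP, DCN and VIM fell, with the same 3 and 5 adjusted over the list alone (camera adjusted p = 0.738). Their median of -0.05 became 0.04 with library totals only and differed in sign from the mean. PI16 rose 14.5-fold to 7.68 ± 0.482 CPM, while S100A4 fell 3.06-fold from 161 ± 5.66 to 52.8 ± 2.97 CPM and PDGFRA 1.82-fold (SD, n = 3).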

Values the study reported

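The study reported 3046 genes with higher and 5120 genes with lower expression after 5'-Aza than after vehicle, in cells from 3 patients, with DESeq2 and an adjusted p under 0.05.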

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

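The tests of genomic DNA and of mitochondrial reads in this part were chosen after the result was seen. Reads given to no gene feature, which no gene or list test above uses, averaged 23.4% ± 2.47 with 5'-Aza and 16.7% ± 0.599 with vehicle (SD, n = 3 per group). This signal outside the gene counts lay above the level of the control libraries in 3 of 3 5'-Aza libraries. A loss of counts in the most abundant genes is argued against, since the ratio of these reads to counts outside the 100 most abundant genes was 1.52 ± 0.223 times that of vehicle (SD, n = 3). Genomic DNA in the libraries, spread evenly, would have added between 538 and 1150 counts per library over 392 olfactory receptor genes, which are rarely transcribed outside the nose. The gain was 14.2%, 21.7% and 15.3% of that, so evenly spread DNA could account for part of the rise, and uneven coverage keeps a larger part open. Mitochondrial reads cannot be told apart, as all 37 mitochondrial symbols were listed at 0. Transcription outside annotated genes under 5'-Aza, a biological explanation the design gives, was not tested because the deposited tables hold no positions of these reads. For that reason reads in introns of annotated genes could not be told from reads between genes either.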

How the results depend on the processing

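Of 119 named genes, 79 kept direction and side of the threshold in all alternatives run and none reversed. The test against a fold change of 1.5 ended 38 gene calls, the largest number for any alternative, because it asks for a larger change. Without that test and the fits that leave out libraries, single alternatives ended at most 7. The count of genes higher in 5'-Aza was 4059 with DESeq2, 2979 with DESeq2 and the replicate block and 1478 in the test against a fold of 1.5, where 661 were lower. The cause of the DESeq2 difference was not tested. Leaving out libraries gave 4976 to 5913 genes higher and 5271 to 5933 lower. The replicate block in edgeR gave 5824 and 5774, and changed the call of no named gene but TET2 and of no list. Genes silent in vehicle and detected in 5'-Aza numbered 5 with 0 vehicle counts, 5 at 1 CPM and 38 at 0.25 CPM, by construction of the limits, and 19 to 24 without a replicate, with 1 in reverse without replicate 1. Camera called 20 lists, 3 with an estimated correlation, which is estimated from few residual degrees of freedom, and 17 to 20 without a replicate. Fry, which asks another question, called 24, with CDK inhibitors, imprinted genes, steroid hormone and cholesterol synthesis genes added. For every list called by camera the estimated correlation gave its highest adjusted p, and over the other alternatives the highest was 0.0721. The medians of class I antigen presentation (0.0856), cholesterol synthesis (0.0313) and fibroblast markers (0.0414) turned positive with library totals only, and that of class I was 0.00834 without replicate 1 and -0.0365 without replicate 2. The cause was not tested. The first component held 75.5% to 91.6% of the variance in its alternatives. Depth limits genes of few counts, such as CD34 and the silent genes.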

Other observations

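The gene families in the following paragraph, and the tests on leukocyte markers, were chosen after the data were seen. Clustered protocadherin genes, a family of neuronal adhesion proteins, rose in 42 of 54 tested members and fell in PCDHB4, PCDHGB7 and PCDHGC3, with a median log2 fold change of 0.65 (camera p = 5.01e-06, 0.0380 with an estimated correlation, both unadjusted). Zinc finger genes with a ZNF symbol also rose more often than they fell, 200 against 45 of 520 tested, with a median of 0.12 and between 0.07 and 0.21 under the other scalings (camera p = 0.00223, 0.0157 with an estimated correlation). Of 28 genes with a HOX symbol the antisense transcript HOXA10-AS rose and 9 fell, with a median of -0.16. Camera from limma gave the HOX genes a p of 0.168. Counts over gene families that are rarely transcribed in such cells were low but higher with 5'-Aza. Summed over 402 olfactory receptor genes they were 5.52 ± 0.739 CPM with 5'-Aza and 3.01 ± 0.323 CPM with vehicle, over 110 keratin-associated protein genes 6.48 ± 0.430 and 2.26 ± 0.199 CPM, over 454 antigen receptor segments 3.93 ± 0.426 and 1.74 ± 0.235 CPM (SD, n = 3 per group). Summed taste receptor genes differed less, 8.82 ± 1.39 against 6.54 ± 0.588 CPM.

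Ribosomal protein genes fell together, with a median log2 fold change of -0.54, and the following tests bear on why. Exon length, GC content and expression level are argued against, since 649 coding genes matched on these had a median of -0.16 (95% interval -0.18 to -0.14). Length here was that of all annotated exons of a gene together, with a median of 3548 bases for the list. It can exceed the length of the transcript in use, so an effect of short transcripts was not tested. A move of reads to processed pseudogenes is argued against by the 158 such pseudogenes tested, whose median was -0.31, and scaling by a median of at most -0.44 under RLE factors, library totals and DESeq2. Transcript length thus stays open. Another candidate explanation, a hypothesis, is that mRNAs with a 5' terminal oligopyrimidine tract respond together. Growth signals control translation and stability through this motif. Of 20 other mRNAs known to carry it, 20 fell, with a median of -0.52, among them EEF1A1 at -0.56, TPT1 at -0.56 and EEF2 at -0.52.

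Leukocyte markers rose with a median log2 fold change of 0.64, in cultures that the labels do not describe as sorted. Whether a smaller share of leiomyoma cells was the whole cause is not decided by the endothelial markers. It would raise them alike, and of 12 tested 7 rose and 2 were called lower (EGFL7 at -0.32 and ERG at -0.39). Expression of those 2 genes by leiomyoma cells, which was not tested, could hide a rise. A larger share of leukocytes as the whole cause cannot be told apart. The 13 tested markers did not rise by a common amount (Cochran's Q 404, 12 degrees of freedom), with CD74, the most abundant in vehicle at 50.8 ± 1.94 CPM (SD, n = 3), at 0.19 and LAPTM5 at 0.87. CD14 did not rise and was lower adjusted over the list alone. Expression of some markers by leiomyoma cells could hide a common rise, and PTPRC, TYROBP and FCER1G, which leukocytes share, rose by 0.95, 1.03 and 1.08.

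With edgeR, 12200 genes passed in the real split of the 6 libraries and 0 in each of the 9 other splits of 3 against 3, where 98 to 249 genes had an unadjusted p under 0.05. Camera called 20 lists in the real split and at most 15 in the others. Among 4 splits that part all 3 patient pairs, the real one included, the other 3 called 6 to 13 lists, and the 6 splits that part 1 pair called 7 to 15. In both cases 1 of 10 splits gave a result as large as the real one, the real one itself, and 10 splits are too few for a share under 0.05. Each of the 9 other splits mixes both treatments within its groups. This raises the spread within groups and leaves part of the treatment difference between them, so their counts do not show chance alone.

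The number of genes higher in 5'-Aza was 6101 here. That is higher than the number quoted from the study above. With DESeq2 it was 4059, also higher, and with DESeq2 and the replicate block 2979, which is lower. The number of genes lower in 5'-Aza was 6099 and with DESeq2 6141, both higher than the number quoted, and with DESeq2 and the replicate block 5075, which is lower. Of all fits run, DESeq2 with the replicate block came closest to both numbers quoted.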
